# Escherichia coli Has a Unique Transcriptional Program in Long-Term Stationary Phase Allowing Identification of Genes Important for Survival

**DOI:** 10.1128/mSystems.00364-20

**Published:** 2020-08-04

**Authors:** Karin E. Kram, Autumn L. Henderson, Steven E. Finkel

**Keywords:** cold shock, experimental evolution, genetics, long-term stationary phase, transcriptomics

## Abstract

Microbes live in complex and constantly changing environments, but it is difficult to replicate this in the laboratory. Escherichia coli has been used as a model organism in experimental evolution studies for years; specifically, we and others have used it to study evolution in complex environments by incubating the cells into long-term stationary phase (LTSP) in rich media. In LTSP, cells experience a variety of stresses and changing conditions. While we have hypothesized that this experimental system is more similar to natural environments than some other lab conditions, we do not yet know how cells respond to this environment biochemically or physiologically. In this study, we began to unravel the cells’ responses to this environment by characterizing the transcriptome of cells during LTSP. We found that cells in LTSP have a unique transcriptional program and that several genes are uniquely upregulated or downregulated in this phase. Further, we identified two genes, *cspB* and *cspI*, which are most highly expressed in LTSP, even though these genes are primarily known to respond to cold shock. By competing cells lacking these genes with wild-type cells, we show that these genes are also important for survival during LTSP. These data can help identify gene products that may play a role in survival in this complex environment and lead to identification of novel functions of proteins.

**IMPORTANCE** Experimental evolution studies have elucidated evolutionary processes, but usually in chemically well-defined and/or constant environments. Using complex environments is important to begin to understand how evolution may occur in natural environments, such as soils or within a host. However, characterizing the stresses that cells experience in these complex environments can be challenging. One way to approach this is by determining how cells biochemically acclimate to heterogenous environments. In this study, we began to characterize physiological changes by analyzing the transcriptome of cells in a dynamic complex environment. By characterizing the transcriptional profile of cells in long-term stationary phase, a heterogenous and stressful environment, we can begin to understand how cells physiologically and biochemically react to the laboratory environment, and how this compares to more-natural conditions.

## Abstract (precis)

Experimental evolution studies have elucidated evolutionary processes, but usually in chemically well-defined and/or constant environments. Using complex environments is important to begin to understand how evolution may occur in natural environments, such as soils or within a host. However, characterizing the stresses that cells experience in these complex environments can be challenging. One way to approach this is by determining how cells biochemically acclimate to heterogenous environments. In this study, we began to characterize physiological changes by analyzing the transcriptome of cells in a dynamic complex environment. By characterizing the transcriptional profile of cells in long-term stationary phase, a heterogenous and stressful environment, we can begin to understand how cells physiologically and biochemically react to the laboratory environment, and how this compares to more-natural conditions.

## INTRODUCTION

Experimental evolution studies of bacteria have revealed many insights into evolutionary processes (1–3). Many of these experiments have been performed in environments where only one factor is being experimentally manipulated, for instance, starvation for one nutrient (4), heat shock (5), antibiotic stress (6), etc. However, in natural environments, cells are likely experiencing multiple, as well as differing, stresses. We and others have previously used long-term batch culture experimental evolution to explore how evolutionary processes work in a heterogenous environment, where cells might experience some of the same environmental factors such as oxidative stress, anaerobic conditions, or low availability of certain nutrients (7–9). In these experiments, we allow cells to move through the entire life cycle of Escherichia coli in complex media, in order for cells to experience multiple types of stresses, which change throughout the incubation period.

During the E. coli life cycle in the laboratory, cells transition through the lag, log, and stationary phases and then into the death phase, where ∼99% of cells die, lyse, and release their cellular contents into the medium (10). This allows the remaining ∼1% of cells to enter long-term stationary phase (LTSP), where they can use the detritus of lysed cells as carbon and energy sources (10–12). The stresses of long-term stationary phase likely include high pH, high oxidative stress but low oxygen, and a lack of readily metabolized nutrients; however, none of these have been characterized completely (10, 13, 14). We previously showed that cells with mutations that may help cope with these stresses are selected for during this phase and that as populations continue further into LTSP, there is turnover of different mutant genotypes depending on the medium conditions at any given time (7, 9).

While we have hypothesized that this dynamism of genotypes indicates that different subpopulations of cells are growing and dying within LTSP cultures, we do not know if this phase consists of a collection of cells reflecting the four previous phases (lag, log, stationary, and/or death) or if LTSP consists of cells acting uniquely. We know that cells in lag, log, and stationary phases have unique transcriptional programs (15), but while expression changes due to genetic effects have been analyzed (16), to our knowledge, the transcriptional profile of LTSP in E. coli has not been studied. Elucidating the transcriptional profile of LTSP could help determine whether it is a phase in and of itself or whether it is more representative of an amalgam of cells experiencing the other phases.

In this study, we analyzed the transcriptome of E. coli throughout its laboratory life cycle, including death phase and LTSP. We have determined that the expression of a small set of genes is uniquely regulated during LTSP, indicating that this phase does have its own transcriptional program. Further, we hypothesize that the genes which are upregulated only in LTSP compared to other phases may be important for survival during this phase. We identify three genes in the cold shock protein family, *cspB*, *cspF*, and *cspI*, which are upregulated in LTSP compared to the other four phases. Loss of two of these genes (*cspB* and *cspI*) affects survival in LTSP during competition with wild-type cells. These results further indicate that (i) we may be able to use these types of data to characterize the biochemical and physiological responses to long-term stationary-phase stresses and (ii) we may be able to identify novel functions for proteins which have been characterized only in earlier phases of the life cycle. Understanding how cells respond biochemically to LTSP may allow us to determine how applicable standard laboratory conditions are as models to better understand natural environments.

## RESULTS

### The transcriptome of cells in LTSP can be distinguished from that of cells in other phases.

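Strain PFM2, a derivative of *E. coli* K-12, was grown in LB (Lennox) from a single overnight culture, and 3 cultures were sacrificed for RNA at each of 6 time points, so that the 18 samples come from 18 separate cultures and no culture was followed over time. RNA was taken from 1 ml of culture at 4 h, 0.5 ml at 8 h and 2 ml at the later time points, depleted of rRNA and sequenced as 75-bp single-end reads. The authors deposited, for each culture, the number of reads that HTSeq assigned to each gene, without normalization. The values given here start from those counts. The files list the same genes, of which 22 rRNA genes and another 25 genes without a count in any sample were left out, and 4404 genes remained. Normalized counts are counts divided by the DESeq2 size factor of the sample. Differential expression was tested with edgeR's quasi-likelihood test on all 18 samples after TMM normalization, and a gene was called DE at a Benjamini-Hochberg *q* value of at most 0.05 and an absolute log2 fold change of at least 1. In a positive log2 fold change, the gene is higher in LTSP.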

In order to determine if there is a unique transcriptional program in LTSP, we incubated cells in triplicate into long-term stationary phase, extracted whole-cell RNA at six time points throughout the E. coli life cycle, and performed RNA sequencing (Fig. 1). Time points included log phase (4 h), late-log phase (8 h), stationary phase (24 h), death phase (72 h), and two time points in LTSP (144 and 192 h). 

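The counts assigned to genes summed to between 3462645 and 8544687 per sample, with a mean of 6326870. The median total was 7281083 in log phase, 5871656 in late-log phase, 3476386 in stationary phase, 4510074 in death phase, 7523918 at 144 h and 7555505 at 192 h (n = 3 cultures each). A single stable RNA, the tmRNA encoded by *ssrA*, took 63.6% ± 1.95 (SD, n = 3) of the counts outside rRNA genes in stationary phase, against 3.75% ± 1.11 in log phase, 9.04% ± 0.21 in late-log phase, 20.8% ± 5.11 in death phase, 14.9% ± 1.90 at 144 h and 14.5% ± 2.54 at 192 h. The stationary-phase cultures therefore had only 1176253 to 2453567 counts on all other genes, and 3 counts in a stationary-phase culture correspond to 12.3, 13.4 and 6.19 normalized counts in replicates a, b and c, a mean of 10.6. Levels of genes near or below these values are poorly measured in stationary phase.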

We sequenced rRNA-depleted RNA from each cell population and analyzed at least 6 million reads per sample using HTSeq and DESeq2 (see Materials and Methods for a more detailed explanation) (17, 18).

**FIG 1:**
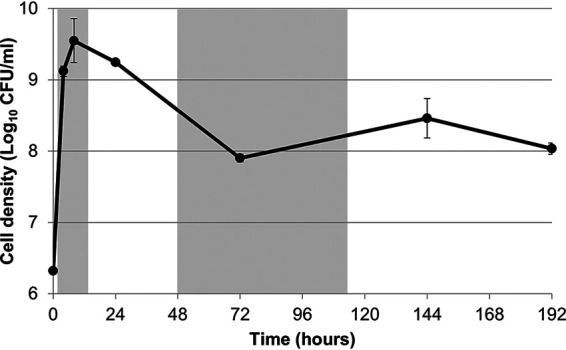
Average cell density during RNA-extraction time points. Three cultures were used for RNA extraction and for counting viable cells at 4, 8, 24, 72, 144, and 192 h postinoculation. Points represent averages of results from the three replicate cultures. Error bars represent standard deviations. In some cases, the error bar is so small that the point covers it. Shading represents a new phase in the E. coli life cycle (lag, log, stationary, death, long-term stationary).

Using the gene expression data, we performed a principal-component analysis (PCA) to determine if there were features that distinguished the LTSP transcriptome from those of the other phases (Fig. 2). PCA ordinates the gene expression data across all 4,437 genes included in the analysis to identify principal-component axes (PCs) that capture the majority of the variance across all genes. 

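The deposited counts gave 4404 genes with at least 1 count summed over the samples once the rRNA genes were left out, and 4424 with the rRNA genes kept. The PCA was computed on the 4404 genes, from regularized log values (rlog, DESeq2) that were centred and scaled for each gene. Scores are in units of these scaled values, and the sign of each axis is arbitrary.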

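The share of the variance was 32.0% on PC1, 22.8% on PC2 and 18.7% on PC3, or 73.4% on these 3 axes together, and PC4 took 11.1%. The choice of genes moved the shares most. With the 500 most variable genes, PC1 took 54.9% and the first 3 axes 86.3%.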

We focused on the first 3 PCs as they capture 73.4% of the variation between samples (PC1 = 31.9%, PC2 = 22.8%, and PC3 = 18.7%). We can plot each sample across any combination of these axes to observe how similar each sample is to another sample with regard to the expression data and those principal components. 

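Along PC1, the 6 LTSP cultures had a mean score of -19.3 ± 2.13 (SD) and the 3 death-phase cultures -35.5 ± 0.51. The difference was 15.7% of the range of all 18 samples on that axis, and the groups did not overlap (two-sided exact permutation test, p = 0.0119, the smallest p that 6 cultures against 3 allow). Along PC2, the LTSP cultures had a mean score of 29.1 ± 12.9 and the death-phase cultures 6.80 ± 0.92, a difference of 21.1% of the range (two-sided exact permutation test, p = 0.0357). On both axes, the difference was larger than the SD within groups, which was 1.76% of the range on PC1 and 10.4% on PC2. With vst values, the difference along PC2 was 15.9% of the range and did not pass the exact test at 0.05.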

Comparing PC1 to PC2 (Fig. 2A), we observed that cells in death phase and LTSP have similar positions along the two axes. However, cells in death phase were separated from cells in LTSP along PC3 (Fig. 2B), indicating that the expression patterns exhibited by cells in these two phases were similar with respect to PC1 and PC2 but different with respect to PC3. 

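The mean score on PC3 was -10.3 ± 5.59 (SD, n = 6) in LTSP and 33.0 ± 1.66 (n = 3) in death phase. The difference of -51.6% of the range compares with 5.72% for the SD within groups (two-sided exact permutation test, p = 0.0119). The gap between the nearest cultures of the 2 groups was 41.4% of the range.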

Cells in stationary phase were found to have a position similar to that seen with those in LTSP along PC1 and PC3 (Fig. 2B), indicating that there were similarities among their expression profiles for components 1 and 3 but that they were positioned uniquely along PC2 (Fig. 2A). 

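The stationary-phase cultures had a mean PC1 score of -23.6 ± 0.73 (SD, n = 3), which differed from the LTSP mean by 4.18% of the range, with an SD within groups of 1.78% (two-sided exact permutation test, p = 0.0238). Their mean PC3 score was 0.44 ± 2.90, a difference of -12.8% of the range (p = 0.0238 from the same exact test). On both axes, the gap between the nearest cultures was under 1% of the range, 0.60% on PC1 and 0.57% on PC3. Without replicate c, the direction of the small PC1 difference reversed, to -0.44% of the range. On PC2, the stationary-phase mean was -60.3 ± 0.82 and the difference from LTSP was 84.6% of the range, with a gap of 68.4% (two-sided exact permutation test, p = 0.0119).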

Cells in log and late-log phase were positioned similarly along PC2 (as were cells in death phase; Fig. 2A) but were positioned uniquely along PC1 and PC3 (Fig. 2B). These data indicate that cells in the log and late-log phases had expression profiles that are similar to each other with respect to PC2 but different from each other with respect to PC1 and PC3. 

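Mean PC2 scores were 1.42 ± 1.24 (SD, n = 3) in log phase and -6.09 ± 1.00 in late-log phase, a difference of 7.11% of the range, which was larger than the SD within groups of 1.06%. The 2 phases differed by 34.1% of the range on PC1, with means of 66.5 ± 1.05 and 31.2 ± 1.68, and by 95.3% on PC3, with means of 33.7 ± 1.05 and -46.4 ± 2.46. On each of the 3 axes the cultures of the 2 phases did not overlap (two-sided exact permutation test, p = 0.1, the smallest p that 3 cultures against 3 allow). With the 500 most variable genes, PC2 and PC3 exchanged places, and the difference was 76.2% of the range on PC2 and 2.80% on PC3.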

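The log-phase and death-phase cultures overlapped along PC3. Their means differed by 0.74% of the range, less than the SD within groups of 1.65% (two-sided exact permutation test, p = 0.6, where the smallest possible p is 0.1). On PC1, the same phases lay 98.6% of the range apart.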

Interestingly, the expression profiles of cells in log and death phase were also similar along PC3 (Fig. 2B), indicating that there were similarities in expression patterns between these populations of cells with respect to this component. The fact that cells in LTSP had some gene expression patterns in common with those in stationary phase (PC1 and PC3) and in death phase (PC1 and PC2) supports the hypothesis that there are subpopulations of cells experiencing other phases during LTSP. However, while showing similarities in gene expression along some component axes, comparing each phase across all three axes simultaneously shows that each phase had a distinct expression profile (Fig. 2C).

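In the space of the first 3 axes, the nearest neighbour of each of the 18 samples was a sample of the same phase. It was a sample of the same time point for 12 of the 12 earlier samples but for only 1 of the 6 LTSP samples, the others having their nearest neighbour at the other LTSP time point. The centroids of 144 h and 192 h lay 9.21 units apart. The nearest other centroid was that of death phase, at 55.1 units from 144 h and 47.8 units from 192 h, followed by late-log phase at 71.8 and 71.2 units.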

**FIG 2:**
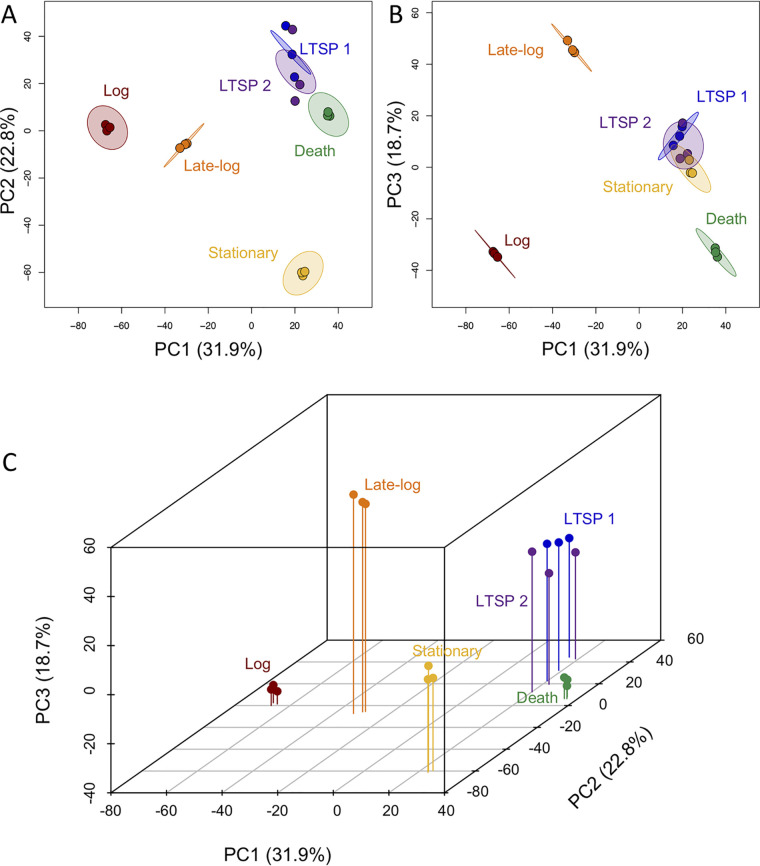
PCA of transcriptomes. Shaded circles represent 95% confidence intervals based on correlation matrices of the three replicates for each time point as follows: red, 4 h; orange, 8 h; yellow, 24 h; green, 72 h; blue, 144 h; purple, 192 h. (A) PC1 versus PC2. (B) PC1 versus PC3. (C) PC1, PC2, and PC3 plotted on the *x*, *z*, and *y* axes, respectively. The PCA results suggest that the cells had distinct gene expression patterns in each phase.

We also plotted a 95% confidence interval (CI) ellipse for each time point using a correlation matrix representing our three replicates (Fig. 2A and B). By comparing overlaps among ellipses for different time points, we were then able to determine how similar the transcriptomes were across cells at different time points. Where two CIs overlap, this means that, with respect to the two plotted PCs, the cells in those populations have similar expression patterns. These data indicate that cells mostly have unique transcriptional profiles in each stage of their life cycle (they stay within their own CI, which does not overlap another population’s CI) but that there may be time points throughout the life cycle when cells in one phase may also have subsets of gene expression in common with cells in other phases.

We noted that the 3 replicates for each time point before the cells reached LTSP clustered within their 95% CI, indicating that biological replicates respond very similarly to their environment even as it changes. 

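Before LTSP, the mean distance between the 3 replicates of a time point on PC1 to PC3 was 2.71 units in log phase, 3.99 in late-log phase, 4.08 in stationary phase and 2.72 in death phase. Gene by gene, the median SD between replicates of the log2 normalized count was 0.08 in log phase, 0.09 in late-log phase, 0.14 in stationary phase and 0.09 in death phase, over the 3294 genes with a mean of at least 50 normalized counts.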

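The mean distance between replicates on PC1 to PC3 was 15.5 units at 144 h and 23.6 units at 192 h. The mean of these distances was 5.79 times the mean over the 4 earlier time points (one-sided exact permutation test on which 2 of the 6 time points are LTSP, p = 0.0667, the smallest p that the 15 arrangements allow). The ratio was lowest, at 3.77, with the 500 most variable genes. The median SD of the log2 normalized count between replicates was 0.15 at 144 h and 0.22 at 192 h. An SD above 1 was found for 21 genes at 144 h and 58 genes at 192 h, against 12 in log phase, 1 in late-log phase, 14 in stationary phase and 4 in death phase, so 144 h was close to stationary phase in these gene-by-gene measures.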

Further, we observed that populations in LTSP are not as similar to each other as those in other phases, as these replicates did not all appear within the 95% confidence interval. We also observed that the 95% CIs for each time point overlapped only in the following cases: each LTSP time point overlapped the other LTSP time point’s CI in each PC comparison (Fig. 2A and B), and the LTSP CIs overlapped stationary-phase time points in the comparison of PC1 to PC3 (Fig. 2B).

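The 3 cultures at 144 h and the 3 at 192 h had mean scores of -18.2 ± 2.08 (SD) and -20.5 ± 1.74 on PC1, 33.2 ± 10.9 and 25.0 ± 15.9 on PC2, and -12.1 ± 3.66 and -8.57 ± 7.44 on PC3. None of these differences stood out from the spread between replicates (two-sided exact permutation tests, p = 0.2, 0.5 and 0.5, where the smallest possible p is 0.1). On PC4 the 2 time points did not overlap, with means of -23.7 ± 3.88 and -8.74 ± 5.75 (two-sided exact permutation test, p = 0.1).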

The PC analysis indicates that cells harvested at the two LTSP time points were very similar to each other. In order to determine how similar the expression profiles were at these time points, we identified the genes that were differentially expressed (DE) between cultures incubated for 144 and 192 h. 

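Between 144 h and 192 h, 76 genes were called DE, 54 higher at 144 h and 22 higher at 192 h. The call is sensitive to the cultures included, with 29 to 148 genes when each of the 6 cultures was left out in turn. With only the 6 LTSP cultures in the fit no gene was called, although 714 genes had an unadjusted p under 0.05. The pyrimidine and proline genes were higher at 192 h in each culture. *pyrB* had 17.2 ± 6.44 normalized counts (SD, n = 3) at 144 h and 195 ± 68.6 at 192 h, a log2 fold change of -3.52 for 144 h against 192 h (standard error 0.29, *q* = 3.69e-06 from edgeR's quasi-likelihood test). *putA* rose from 758 ± 227 to 4020 ± 1895, *carA* from 213 ± 65.0 to 933 ± 374, and *carB* from 514 ± 139 to 2133 ± 873. These genes, *pyrE* and *pyrI* were called in each of the 6 fits that left out one culture. The *paa* genes of Table S1 were higher at 144 h mainly through 1 culture. *paaC* had 744 normalized counts in replicate a at 144 h, 37.6 in replicate b, the next highest, and 5.51 to 12.9 at 192 h. Its log2 fold change was 4.92 (standard error 1.09, *q* = 0.00767 from the same edgeR test) and fell to 1.48 (*q* = 0.0889 from the same edgeR test) without that culture. The log2 fold changes of *paaB*, *paaD*, *paaE*, *paaF* and *paaI* without it were 1.09, 0.96, 0.40, 0.45 and 0.63, and that of *paaG* was -0.20. Among genes with a mean of at least 50 normalized counts whose cultures did not overlap between the time points, the largest changes toward 144 h were those of *evgA* (1.73), *valU* (1.64) and *ivbL* (1.42). *valU* is a tRNA gene whose reads could be shared with near-identical tRNA genes. Of the 76 genes, 56 had no overlap between the cultures of the time points, as had 23.2% of all genes, where random order would give 10%. Neither number tests the time points. The 76 genes were selected for differing between these same cultures. Genes that vary together can exceed 10% in an arbitrary split, and the share was not taken for other splits.

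**Figure D1:**
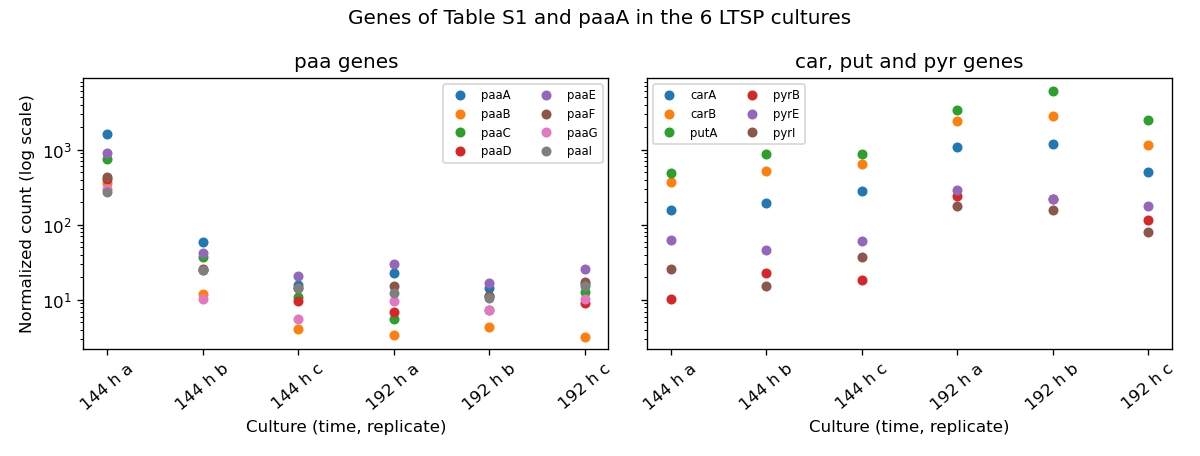
Normalized counts (log scale) of the *paa* genes (left) and of the *car*, *put* and *pyr* genes (right) in each of the 6 LTSP cultures, one point per gene and culture. The *paa* genes are high in replicate a at 144 h only, while the other genes are higher in all 3 cultures at 192 h.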

Only 13 genes in 4 operons were determined to be significantly different (false-discovery-rate [*q*] value < 0.05; fold change > 2) between cells at these two time points (see Table S1 in the supplemental material). 

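Between log phase and 144 h, 1641 genes were called DE with the same test and thresholds. Among genes with a mean of at least 50 normalized counts whose cultures did not overlap, the largest differences were those of *prpD*, with 9.21 ± 2.53 normalized counts (SD, n = 3) in log phase and a log2 fold change of 9.34 at 144 h (standard error 0.62, *q* = 4.94e-10 from edgeR's quasi-likelihood test), and of *tdcD*, with 7863 ± 1278 normalized counts in log phase and a log2 fold change of -7.99 (standard error 0.36, *q* = 3.66e-12). The DESeq2 test against a fold change of 2 called 956 genes, and a log2 fold change of at least 2, an alternative added after seeing the data, left 597.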

Since this is a relatively small number compared to differences during other phases (for instance, 567 genes were significantly DE between log-phase and h 144 cells), we treated the cells from the two LTSP time points as one group (LTSP) for the remainder of the analyses.

10.1128/mSystems.00364-20.1 TABLE S1 Genes differentially expressed between LTSP time points. Download Table S1, DOCX file, 0.01 MB. Copyright © 2020 Kram et al. 2020 Kram et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Several genes are uniquely expressed in cells experiencing LTSP.

While the PC analysis indicates that the cell population in LTSP was transcriptionally distinct from those in the other phases, it was not clear whether there were genes uniquely expressed in this phase or whether this distinct profile was due to a mixture of cells in one of the other four stages.

In order to address this issue, we compared the expression levels for each gene between LTSP and each of the four other phases. 

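The readable part of Table S2 gives 1998 genes, of which 1996 were matched by name. It lists 1140 genes as the paper's calls against log phase, 790 against late-log phase, 939 against stationary phase and 536 against death phase. Of these, edgeR called 96.3%, 98.4%, 91.4% and 96.3% with the same sign, and the DESeq2 Wald test 99.0%, 99.9%, 99.1% and 99.1%. No gene was called with the opposite sign by edgeR.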

All of the statistically significant DE genes are represented in Table S2. A heat map of each comparison representing all genes in the E. coli genome is shown in Fig. 3. 

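With 144 h and 192 h as 1 group of 6 cultures, 1601 genes were DE between LTSP and log phase, 835 higher and 766 lower in LTSP. The comparison with late-log phase gave 1141 genes, 700 higher and 441 lower, that with stationary phase 1329 genes, 732 higher and 597 lower, and that with death phase 796 genes, 316 higher and 480 lower. The DESeq2 test against a fold change of 2 moved these counts most, to 944, 524, 512 and 288 genes. The genes named next are those with the largest changes among genes with a mean of at least 50 normalized counts and no overlap between the cultures of the phases compared. Against log phase, *ompW* had the largest decrease, from 9962 ± 58.3 normalized counts (SD, n = 3) in log phase to 34.0 ± 10.9 (n = 6) in LTSP, with a log2 fold change of -8.11 (standard error 0.24, *q* = 2.64e-15 from edgeR's quasi-likelihood test). *ybdZ* had at most 1 count in any log-phase culture and was at least 86.0-fold higher in LTSP. *cspA* had the largest increase from late-log phase (7.15, standard error 0.45) and from stationary phase (7.10, standard error 0.47). *mtr* fell by 5.96 on the log2 scale from 34919 ± 3029 normalized counts in stationary phase. Against death phase, *gadE* was higher by 6.05 on the log2 scale with a large standard error of 1.14, since its LTSP cultures ranged from 131 to 13469 normalized counts, and *ybaO* was lower (-4.75, standard error 0.18).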

Of genes DE in LTSP in comparison to log phase, 755 were found to be expressed at higher levels and 823 at lower levels during LTSP; of genes DE in LTSP in comparison to late-log phase, 669 were expressed at higher levels and 463 at lower levels in LTSP; of genes DE in LTSP in comparison to stationary phase, 632 were expressed at higher levels and 718 at lower levels in LTSP; and of genes DE in LTSP in comparison to death phase, 311 were expressed at higher levels and 499 at lower levels in LTSP. In each comparison, with the exception of late-log phase, more genes were expressed at lower levels in LTSP than were expressed at higher levels. 

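With TMM normalization, genes higher in LTSP made up 52.2% of the DE genes against log phase, 61.3% against late-log phase, 55.1% against stationary phase and 39.7% against death phase. With DESeq2 size factors in the same edgeR test, the shares were 47.8%, 59.4%, 46.9% and 37.9%, so the balance against log phase and against stationary phase changed side with the normalization. The median log2 fold change of the 4072 genes with a mean of at least 10 normalized counts differed between the 2 normalizations by 0.08 against log phase, 0.03 against late-log phase, 0.12 against stationary phase and 0.02 against death phase.

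**Figure D2:**
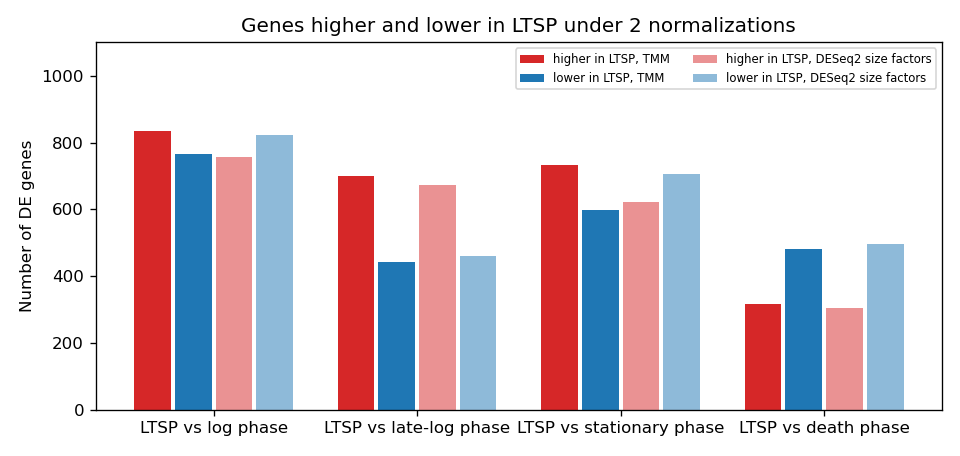
Number of DE genes higher (red) and lower (blue) in LTSP than in each other phase, with TMM normalization (dark) and with DESeq2 size factors (light) in the edgeR test. Against log phase, 835 genes are higher and 766 lower with TMM, and 756 higher and 824 lower with DESeq2 size factors.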

Further, the number of genes expressed at higher levels than populations in LTSP decreased as populations approach LTSP.

**FIG 3:**
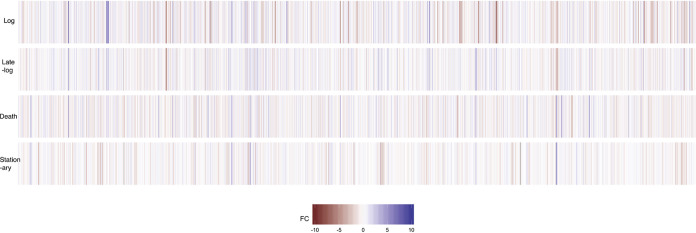
Heat map of the differences in expression between LTSP and other time points. Genes are indicated along the *x* axis in genome order. FC, log_2_ fold change.

10.1128/mSystems.00364-20.2 TABLE S2 Genes differentially expressed between LTSP and at least one other phase. Download Table S2, XLSX file, 0.1 MB. Copyright © 2020 Kram et al. 2020 Kram et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

While some genes were consistently DE from LTSP, there are many sets of genes that were DE in only one or two other phases. These data support the hypothesis that the population of cells in LTSP likely consists of cells experiencing one of the other phases but that LTSP may also have a unique transcriptional program that cells in some subset are expressing.

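Of the 4404 genes, 1535 were DE in none of the 4 LTSP comparisons, 1445 in 1, 932 in 2, 410 in 3 and 82 in all 4. The 2377 genes that were DE in 1 or 2 comparisons made up the larger part of the genes DE in any. Between 2308 and 2378 genes fell in that class with DESeq2 size factors, with the DESeq2 Wald test and with genes passing edgeR's filter on low counts.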

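A mixture of cells from the other 4 phases can only give mean counts within the range of those phases on the linear scale, as far as the normalization makes cells comparable. The LTSP mean lay above the highest mean of the other 4 phases for 621 genes and below the lowest for 638 genes, or 28.6% of genes, where 5 phases in random order would give 40%. All 6 LTSP cultures lay above all 12 other cultures for 163 genes and below all of them for 106 genes, where random order would give 0.24 genes per direction. With counts scaled by TMM, these were 190 and 83 genes. By means, LTSP was the phase with the fewest genes outside the range of the others. Counts of cultures cannot rank LTSP, since all 6 of its cultures must pass where the other phases have 3. With LTSP as 144 h only, 367 genes lay above and 253 below all 12 other cultures, and with 192 h only, 193 and 145. The means of the other phases lay outside for 36.7% to 50.5% of genes, and all 3 cultures lay above and below all 15 others for 770 and 599 genes in log phase, 447 and 330 in late-log phase, 568 and 464 in stationary phase and 423 and 211 in death phase, where random order would give 5.40 genes per direction for groups of 3. From the genes that differ from only some phases and from those that differ throughout, the paper proposes a mixed LTSP population. In its view, these are likely cells in one of the other phases, and a subset of cells may also express a program of its own.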

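A gene was counted here when all 4 LTSP comparisons passed the thresholds in the same direction, which held for 36 genes higher in LTSP and 4 genes lower. They include 35 of the 38 genes of Table 1, all 32 listed as higher and 3 of the 6 listed as lower (*narK*, *yadK* and *iraD*). *prpE* had the largest change against log phase among those higher (6.93, *q* = 2.46e-07 from edgeR's quasi-likelihood test), and its smallest change was against death phase (1.77, *q* = 0.0123). Its level was uneven within LTSP, with 16196 normalized counts in replicate a at 144 h and 7097 in the next highest culture. *prpE* was called in 9 of the 14 alternatives and in 17 of the 18 fits that left out one culture. The log2 fold changes of *narK* were between -3.08 and -1.48. The other genes of Table 1 fell just outside a threshold in 1 comparison. *caiB* had a log2 fold change of -0.96 against stationary phase, *pfo* -0.92 against log phase, and *ymgF* a *q* value of 0.0700 against late-log phase (edgeR's quasi-likelihood test). Conversely, *hcaR*, *mglA*, *tynA* and *yhdV* were called higher and *yegR* lower, and these are named because of their values. With the DESeq2 Wald test, all 38 genes of Table 1 were called, with *mglA* and *yegR* beside them. The counts moved most in the DESeq2 test against a fold change of 2, to 2 higher and 0 lower (1 lower at an unadjusted p under 0.05), and upward with LTSP as 144 h only, to 61 higher and 13 lower. Of the 40 genes, 25 were called in each of the 18 fits that left out one culture. Reads of *ydfK* and *ynaE*, and of the tRNA genes *valU*, *valW*, *leuZ* and *metV*, could be split between near-identical copies. *ynfN* had no count in any late-log or stationary-phase culture, and its LTSP mean of 9.29 normalized counts is below the level that 3 counts correspond to in stationary phase.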

In order to identify gene expression patterns unique to LTSP, we identified 38 genes that were significantly DE in LTSP compared to all other phases (Table 1); 32 of these genes were expressed at higher levels, and 6 of these genes were expressed at lower levels.

**TABLE 1:** Log_2_ fold change of genes differentially expressed in LTSP compared to all other phases

Regulation	Gene	Log_2_ fold change in indicated phase			
		Log	Late log	Stationary	Death
Up	*prpE*	6.86	4.99	5.80	1.76
	*efeU*	5.75	1.95	4.10	1.10
	*bdm*	5.06	3.31	1.75	2.12
	*glmY*	5.00	2.66	1.64	1.74
	*entD*	4.67	3.98	3.38	1.08
	*ydfK*	4.45	6.81	3.22	1.12
	*ynaE*	4.43	7.46	5.79	1.38
	*efeO*	4.13	1.24	3.58	1.47
	*alaE*	4.03	3.16	1.13	1.35
	*yaiY*	3.55	2.83	2.47	1.58
	*mltD*	2.95	1.77	2.29	1.45
	*ycfJ*	2.94	1.50	2.28	1.49
	*rpsT*	2.68	1.00	1.94	1.34
	*cspI*	2.61	5.82	3.76	2.01
	*ymgG*	2.56	2.75	2.92	1.31
	*efeB*	2.30	1.14	1.22	1.00
	*wzzB*	2.26	1.69	1.37	1.04
	*yhaL*	2.21	2.28	1.37	1.16
	*ynfN*	2.01	5.59	3.92	2.16
	*cspB*	2.01	6.69	4.97	2.24
	*gtrA*	1.88	1.93	2.12	1.77
	*queD*	1.64	2.11	2.72	1.48
	*yjbE*	1.57	1.27	1.52	1.77
	*ybgC*	1.56	1.57	1.28	1.35
	*leuZ*	1.43	1.91	1.03	1.34
	*valU*	1.40	1.79	1.28	2.15
	*valW*	1.30	3.93	2.76	1.45
	*metV*	1.28	1.12	1.92	1.11
	*ygbE*	1.23	1.89	1.82	1.44
	*cspF*	1.22	3.42	1.75	1.02
	*mliC*	1.10	1.27	1.49	1.32
	*ttcC*	1.02	2.42	1.07	1.02

Down	*narK*	−3.17	−2.18	−1.61	−2.15
	*yadK*	−2.36	−1.50	−2.81	−2.25
	*iraD*	−1.93	−1.65	−1.14	−1.13
	*ymgF*	−1.37	−1.04	−2.65	−1.25
	*caiB*	−1.37	−1.54	−1.09	−1.76
	*pfo*	−1.00	−1.56	−1.41	−2.11

### Some genes uniquely expressed during LTSP affect survival during this phase.

We hypothesize that genes which are expressed most highly in LTSP compared to other time points may play a role in cell survival. Interestingly, 3 genes identified as expressed at higher levels in LTSP than in all other phases were *csp* genes: *cspB*, *cspF*, and *cspI* (Table 1). *csp* genes were initially characterized as important for physiological adaptation of cells to cold temperatures (19), which cells in our cultures did not experience. Therefore, we were especially interested in this set of genes as they may be playing a role other than in response to cold shock in long-term batch cultures. 

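Against log, late-log, stationary and death phase, the log2 fold changes in LTSP were 2.09, 6.68, 5.04 and 2.27 for *cspB*, 2.68, 5.79, 3.87 and 2.03 for *cspI*, and 1.30, 3.42, 1.86 and 1.03 for *cspF*. The largest *q* value among these was 0.00282, that of *cspF* against death phase (edgeR's quasi-likelihood test). The changes against late-log and stationary phase rest on few counts before normalization in those phases. Per culture, *cspB* had 2 to 12 and 3 to 17 counts there, *cspI* 1 to 5 and 3 to 5, and *cspF* 2 to 8 and 3 to 10. The sizes of these changes are therefore poorly measured. *cspB* and *cspI* were called in all 14 alternatives to the test, normalization, genes and grouping, while *cspF* was called in 11 of them. *cspF* was not called with LTSP as 192 h only, nor in either test against a fold change of 2. With each culture left out in turn, *cspB* and *cspI* were called in each of the fits, while *cspF* was not called without death-phase replicate c or without 144 h replicate a.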

The expression patterns of all 9 known *csp* genes during the incubation period are shown in Fig. 4. We grouped these genes into categories I to IV. Category I included the genes mentioned above which were expressed at higher levels during LTSP than during all other phases (*cspB*, *cspF*, and *cspI*). 

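The normalized count of *cspB* was highest at 144 h, at 1069 ± 181 (SD, n = 3), and 495 ± 47.5 at 192 h. Its highest level before LTSP was 194 ± 15.2, in log phase. *cspI* had 195 ± 11.4 at 144 h and 120 ± 26.2 at 192 h, against 39.1 ± 5.97 in death phase, its highest earlier level. *cspF* had 71.0 ± 18.1 at 144 h and 47.3 ± 14.3 at 192 h, against 29.0 ± 5.72 in death phase. For each of the 3 genes, the lowest of the 6 LTSP cultures lay above the highest of the 12 other cultures. The margin was smallest for *cspF*, with 36.5 normalized counts in the lowest LTSP culture and 35.1 in the highest other culture.

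**Figure D3:**
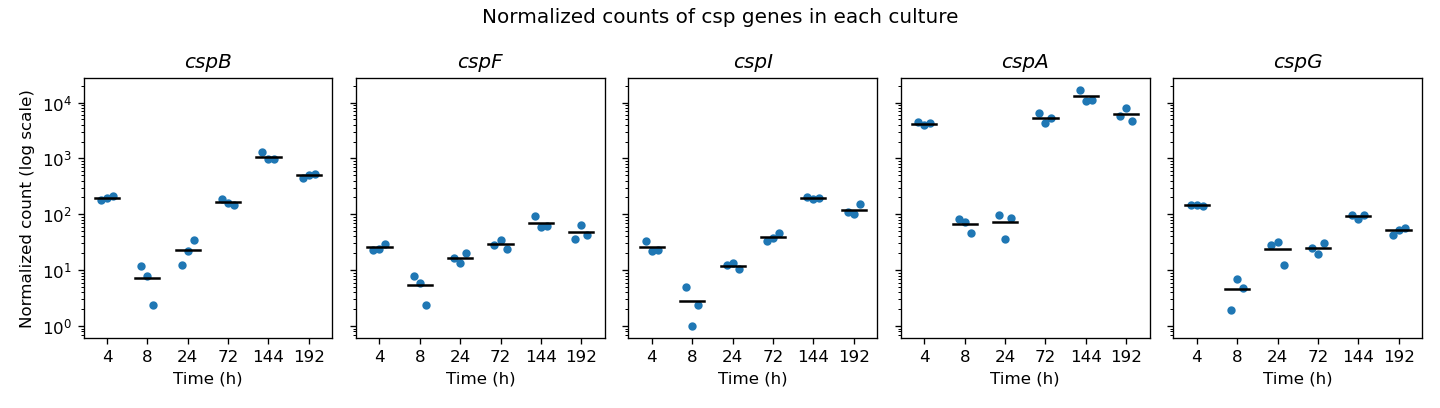
Normalized counts (log scale) of *cspB*, *cspF*, *cspI*, *cspA* and *cspG* at each time point, one point per culture, with the mean of 3 cultures as a line. The cultures at 144 h and 192 h lie above all others for *cspB*, *cspF* and *cspI*.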

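The lowest mean of any time point was 4137 ± 339 normalized counts (SD, n = 3) for *cspC*, in stationary phase, 8352 ± 524 for *cspD*, in death phase, and 15094 ± 563 for *cspE*, in log phase. The highest means were 15684 ± 2596 at 144 h for *cspC*, 17375 ± 619 in late-log phase for *cspD* and 102745 ± 3171 in stationary phase for *cspE*.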

Category II included the genes which were highly expressed (normalized count > 1,000) at all time points (*cspC*, *cspD*, and *cspE*). 

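*cspA* had 12820 ± 3286 normalized counts (SD, n = 3) at 144 h and 6183 ± 1776 at 192 h, against 4206 ± 250 in log phase, 67.4 ± 18.6 in late-log phase, 72.9 ± 32.8 in stationary phase and 5333 ± 1045 in death phase. It was DE between LTSP and log phase (log2 fold change 1.25) but not between LTSP and death phase (0.85, standard error 0.31, *q* = 0.0279 from edgeR's quasi-likelihood test, below the fold change threshold). With LTSP as 144 h only, or without death-phase replicate a, *cspA* passed in all 4 comparisons. *cspG* was lower in LTSP than in log phase (-0.92) and higher than in the 3 other phases, by 3.98, 1.84 and 1.56 on the log2 scale. Before normalization, it had only 2 to 7 counts per late-log culture and 6 to 7 per stationary-phase culture.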

Category III included the genes whose expression changed throughout the time course but whose expression in LTSP was not different from that in all other phases (*cspA* and *cspG*). Category IV included the one gene which showed low expression (normalized count < 15) at all time points (*cspH*). 

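The mean of *cspH* at each time point was between 2.57 ± 1.25 normalized counts (SD, n = 3), at 192 h, and 9.97 ± 5.11, in stationary phase. Its counts before normalization were between 1 and 12 per culture. The stationary-phase mean is below the mean of 10.6 normalized counts that 3 counts correspond to in that phase, so a peak there is not established.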

While the levels of *cspF* and *cspG* expression were similar in LTSP, *cspF* expression was lower earlier in the life cycle, which is why it is statistically placed in category I, whereas *cspG* expression started higher earlier in the life cycle, which is why it is statistically grouped in category III (Fig. 4). 

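In LTSP, *cspG* had 71.8 ± 23.5 normalized counts (SD, n = 6) and *cspF* 59.1 ± 19.5. The mean log2 ratio of *cspF* to *cspG* within a culture was -0.27 ± 0.32, and *cspF* was the lower of the pair in 5 of 6 cultures (two-sided exact sign-flip permutation test, p = 0.125, where the smallest possible p is 0.03125). In log phase, the ratio was -2.46 ± 0.19 (n = 3), with 25.5 ± 3.25 normalized counts of *cspF* and 144 ± 1.98 of *cspG*. In the other phases, the ratio lay within its SD of 0, at 0.21 ± 1.22 in late-log phase, -0.41 ± 0.98 in stationary phase and 0.21 ± 0.58 in death phase.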

Each *csp* gene was expressed from its own operon—none shared promoters, although some might share regulatory regions—and are therefore likely regulated independently of one another.

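Neighbours were read from the RefSeq annotation of assembly ASM584v2, in which 4237 gene names of the files matched by symbol, 202 by an older symbol and 12 not at all. *cspB* (b1557) and *cspF* (b1558) stand next to each other, with *ynfU* before and *ynfS* after them, and *cspH* (b0989) stands next to *cspG* (b0990). *cspI* (b1552) lies between *ynfQ* and *rzpQ*. *cspA*, *cspC*, *cspD* and *cspE* have no *csp* gene within 2 genes on either side.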

**FIG 4:**
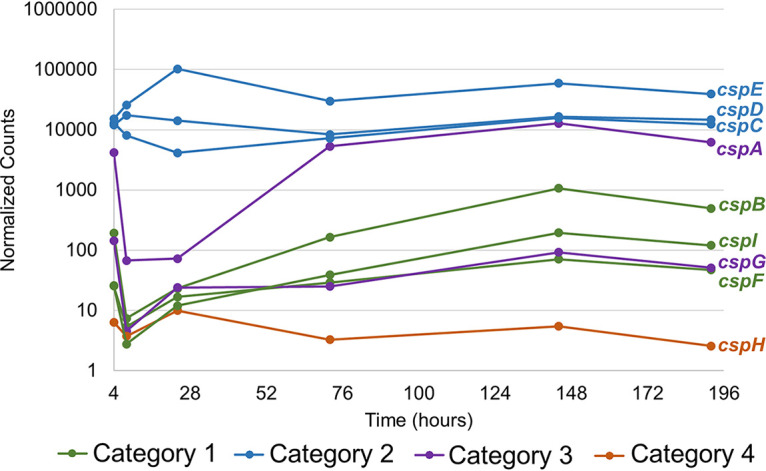
Expression pattern of *csp* genes. Normalized counts were outputted from DESeq2 analysis. Each point represents averages of results from the three cultures. We hypothesized that genes in category 1 would be important for survival in LTSP, genes in categories 2 and 3 might play a role in other phases of the life cycle, and the gene in category 4 would have no effect on cell growth or survival.

We predicted that all genes in category I would be important for survival in LTSP specifically, that genes in categories II and III may be important for growth or survival during other phases, and that genes in category IV would not affect cells under these culture conditions. To test these hypotheses, we deleted each gene from the PFM2 parental strain using P1 transduction from the Keio collection of gene knockouts (20) and incubated these cells into LTSP both alone in monoculture and in competition with wild-type cells. The data show that loss of genes in categories II, III, and IV had a negligible effect, if any, on growth of E. coli in competition with wild-type cells in long-term cultures (Fig. 5). Loss of *cspC* or *cspE* (both category II) might have given cells a slight (∼5-fold to 10-fold) advantage in early LTSP, but the advantage was gone 48 h later. Loss of the *cspF* category 1 gene also had no effect (Fig. 5F).

**FIG 5:**
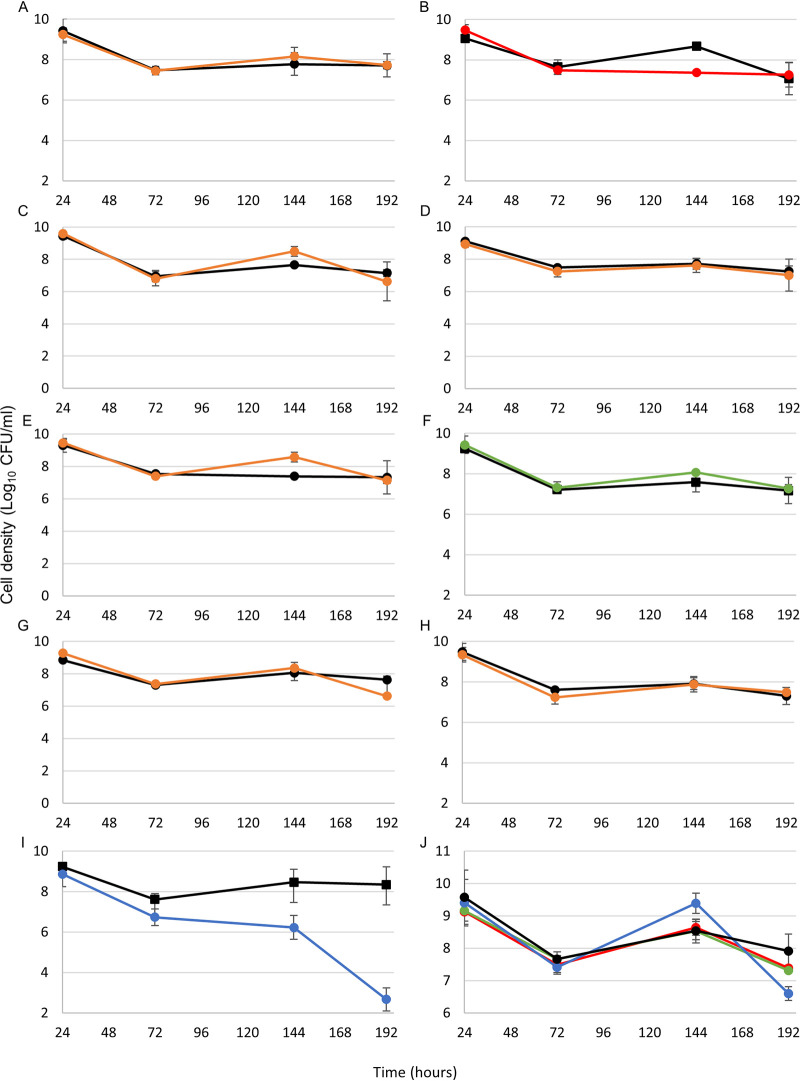
Competitions (A to I) and monocultures (J) of each *csp* mutant versus wild-type cells. Wild-type cells are shown in black in each graph. Letters correspond to the *csp* gene that is missing in that mutant cell (i.e., panel A shows the competition between the wild-type and *cspA*::Kan^r^ strains), with the exception of panel J, which shows monocultures of the *cspB*::Kan^r^ (red), *cspF*::Kan^r^ (green), and *cspI*::Kan^r^ (blue) mutants and the WT strain (black). Note that panel J has a different *y* axis scale. For panels B, F, I, and J, the points represent averages of results from three cultures. For A, C, D, E, G, and H, the points represent averages of results from two cultures. Error bars represent standard deviations. In some cases, the error bar is so small that the point covers it.

However, loss of two of the other category I genes, *cspB* and *cspI*, did affect the cell’s ability to compete with the wild-type strain, to various degrees (Fig. 5B and I). Cells mutant for *cspB* grew similarly to wild-type cells and experienced a similar death phase but then did not recover to the same level as the wild-type cells at 144 h (∼80-fold lower CFU/ml). In this case, wild-type cell density decreased over the next 48 h, which brought them to the same level as the mutant cells (Fig. 5B). Cells lacking *cspI* again grew similarly to wild-type cells but then had a slightly more severe death phase (∼10-fold-lower CFU/ml at 72 h) and never recovered fully from death phase, leading to complete loss of viable mutant cells by 192 h (Fig. 5I). Interestingly, when cells missing each of these genes were incubated in monoculture, without having to compete with wild-type cells, they did not show any defects in survival during death phase or LTSP (Fig. 5J).

## DISCUSSION

We have determined that each phase in the E. coli life cycle has a unique transcriptional profile (Fig. 2). This has previously been observed for log phase and stationary phase, but to our knowledge this is the first indication that gene expression in death phase and LTSP is significantly different from gene expression in other phases. Further, we have also shown that there are genes which are differentially expressed in LTSP compared to all other phases, indicating that this phase has a unique transcriptional program and does not represent only a combination of cells in other phases (although the populations are almost certainly also made up of cells in the other four phases, as well as of those experiencing this unique transcriptional program).

At least two of the genes that are expressed at higher levels in LTSP than in other phases, *cspB* and *cspI*, are important for survival in LTSP in competition against wild-type cells (Fig. 4 and 5). CspB and CspI are both cold shock proteins, which were initially discovered as induced at low temperatures (19, 21, 22). Generally, Csp proteins help to recover translation levels of proteins by binding to and relaxing mRNA that becomes too structured to be translated appropriately in colder temperatures, although some Csp proteins, including CspB and CspI, may be chaperones for single-stranded DNA (ssDNA) as well (19, 23, 24). Because cultures in these experiments are consistently incubated at 37°C, it is likely that these proteins are actually performing previously unidentified functions. Interestingly, both *cspB* and *cspI* are expressed in stationary phase even without cold shock (21), further supporting the idea that these genes are likely being expressed in response to stresses other than cold shock.

Other data indicate that these particular genes, as well as *csp* genes in general, may respond to other types of stresses. For instance, neither of these genes responded to cold stress in a pathogenic strain of E. coli (25). Further, Brandi et al. have shown that CspA, the originally identified cold shock protein, can also be regulated by the global regulators Fis and H-NS, indicating that it likely responds to stresses other than cold shock (26). *cspC*, *cspD*, and *cspE* are regulated by growth arrest during diauxic shift, H_2_O_2_ stress, and the transition to stationary phase (15). CspC and CspE are important for virulence in *Salmonella*, again indicating that they likely respond to a signal other than cold shock (27). Future studies will elucidate the roles of these and other genes during LTSP.

It is unsurprising that not all of the LTSP-specific genes identified play a specific role in LTSP—a similar finding was noted with transcriptome data in long-term cultures of Rhodopseudomonas palustris (28). However, data presented here indicate that, in fact, we can use expression patterns in LTSP to identify at least some genes that are important for survival in this environment and, further, possibly determine the growth state of cells within particular environments.

Determining which genes are expressed or repressed in lower-nutrient environments, as well as which proteins are essential for survival, will allow us to characterize the biochemical and physiological responses to stress in LTSP. We can then assess whether LTSP (or other laboratory conditions) may be a good model for natural environments, such as in a host or soil, by comparing those biochemical responses due to similar environmental factors, such as oxygen level and access to certain nutrients, to those in cells in natural environments.

## MATERIALS AND METHODS

### Bacterial strains, growth conditions, and viable cell counts.

All strains in this study originated from strain PFM2, derived from the E. coli K-12 lineage strain, MG1655 (29) kanamycin-resistant (Kan^r^) and chloramphenicol-resistant (Cam^r^) derivatives, or either mutant or “wild-type” cells, as appropriate. Before any experiment was initiated, overnight cultures were inoculated from frozen stocks into 5 ml of Luria-Bertani (Lennox) medium (LB) (Difco) in 18-mm-by-150-mm borosilicate test tubes, which were incubated with aeration in a TC-7 rolling drum (New Brunswick Scientific, Edison, NJ) at 37°C. We monitored cell growth and survival as described previously (13). Briefly, after inoculation of cells at a 1:1,000 (vol/vol) dilution from overnight growth frozen stocks into 5 ml of LB, we determined viable cell counts by serially plating dilutions of cultures on LB agar plates supplemented with kanamycin (50 μg/ml) or chloramphenicol (50 μg/ml), as appropriate.

### RNA preparation and sequencing.

We inoculated all cultures for transcriptome analysis from a single PFM2 overnight culture. At each time point, we sacrificed 3 cultures to remove 1 ml (4 h), 0.5 ml (8 h), or 2 ml (24, 72, 144, and 196 h) of cells, and viable cell counts were determined by serial dilution as described above. RNAprotect reagent (Qiagen) was added per the manufacturer’s instructions. Cells were pelleted and frozen at −80°C until total cellular RNA extraction was performed using an RNeasy Protect Bacteria minikit (Qiagen). Total RNA was processed, assessed for quality, and sequenced by the University of Southern California (USC) Genomics Core, where rRNA was removed using a Ribo-Zero kit (Illumina, Inc.). Single-end reads (75 bp) were generated from each sample on an Illumina HiSeq 2500 platform. We received an average of 7,882,901 reads per sample, with a range of ∼6.5 to ∼9.5 million reads per sample.

### Transcriptome analysis.

Using a custom Python pipeline, we used TopHat2 to align the raw reads to the E. coli MG1655 genome (30), SAMtools to generate binary alignment files (BAM) (31), and HTSeq to calculate read counts per gene and per sample (18). An average of 89.4% of reads across all samples mapped to our reference genome (Escherichia coli K-12 MG1655) (32), with a range of ∼66% to ∼96%. All rRNA gene reads, as well as reads of any genes that showed no expression (sum of gene counts in all samples < 1), were removed from the data set. We used the HTSeq output files as the input to analyze gene expression levels using DESeq2 (17), with comparisons between samples made based on the time of incubation. Once we had determined that expression differences between h 144 and h 192 were minimal, we marked these data points as the same time (“LTSP”) in our data frame. We identified differentially expressed genes using pairwise comparisons between time points. We considered genes to be differentially expressed between cells in LTSP and cells at other time points if the log_2_ fold change value was greater than or equal to 1 and if the *q* value was less than or equal to 0.05. We summarized the data using principal-component analysis (PCA) and regularized log scale (rlog) values of the normalized counts of each gene (derived from DESeq2) using the prcomp function with centering and scaling in base R. We added 95% confidence intervals by calculating correlation matrices for each the samples in each time point and then adding these intervals to our plot using the polygon function in the ellipse package in R (33). The three-dimensional (3D) PCA plot was created using the same values from prcomp, and the values were plotted using the Scatterplot3D package in R (34). We also created a heat map comparing the log_2_ fold change between the average normalized counts for each gene in LTSP versus each other time point using ggplot2 (35).

### Mutagenesis of *csp* genes.

We constructed in-frame knockout mutations of each *csp* gene individually (*cspA* to *cspI*) to create nine mutant strains by the use of P1 transduction from strains in the Keio collection (20). Briefly, we inoculated overnight cultures from a frozen stock in the Keio collection. The following day, we inoculated cultures at a 1:100 dilution into fresh medium and allowed them to grow to mid-log phase. Lysates were made from the donor cells using P1 stock. We then used the lysates to transduce wild-type PFM2 and selected for mutants on LB agar plates supplemented with kanamycin. We confirmed gene replacement using PCR.

### Competitions and monocultures with wild-type and mutant strains.

For monocultures, we inoculated cultures as described above. We also performed competitions between mutant strains and parental strains. Parental strains were marked with a chloramphenicol cassette replacing *lacZ* (*lacZ*::Cam^r^) (7), and mutant strains were marked with a kanamycin cassette replacing the gene of interest (*cspA*::Kan^r^ to *cspI*::Kan^r^). We inoculated wild-type cells (*lacZ*::Cam^r^) and cells of each of the mutants (csp*::Kan^r^) from frozen stocks as described above, and overnight cultures were each coinoculated at 1:1,000 (vol/vol) into LB broth in test tubes. We assayed both monoculture and competition populations for viable counts throughout the experiment (0, 4, 8, 24, 72, 144, and 192 h after inoculation) as described above.

### Data availability.

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (36) and are accessible through GEO series accession number GSE152619.

# Supplementary material for: Escherichia coli Has a Unique Transcriptional Program in Long-Term Stationary Phase Allowing Identification of Genes Important for Survival
**Source:** mSystems. 2020 Aug 4;5(4):e00364-20. doi: 10.1128/mSystems.00364-20
**Supplement:** TABLE S1

| Gene | Log2 FC* 144H v 192H | q value |
| --- | --- | --- |
| *carA* | 2.09 | 5.86E-14 |
| *carB* | 2.02 | 8.47E-14 |
| *paaB* | -3.94 | 9.18E-05 |
| *paaC* | -3.95 | 3.18E-05 |
| *paaD* | -3.35 | 1.87E-04 |
| *paaE* | -3.10 | 7.52E-04 |
| *paaF* | -2.89 | 1.46E-03 |
| *paaG* | -2.84 | 4.28E-03 |
| *paaI* | -2.65 | 1.75E-03 |
| *putA* | 2.35 | 2.93E-13 |
| *pyrB* | 3.44 | 1.53E-29 |
| *pyrE* | 2.00 | 5.04E-23 |
| *pyrI* | 2.36 | 7.15E-15 |
| *FC = fold change | | |

How the deposited data were processed for this re-analysis (not part of the article)

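RNA from 18 cultures of *E. coli* PFM2 was analysed, 3 each in log phase (4 h), late-log phase (8 h), stationary phase (24 h), death phase (72 h) and at 2 time points of LTSP (144 h and 192 h). Each culture was sacrificed when it was sampled. The authors depleted rRNA with Ribo-Zero, sequenced 75-bp single-end reads on a HiSeq instrument, aligned them to the MG1655 genome with TopHat2 and deposited the read count of each gene from HTSeq, one file per culture, as whole numbers without normalization. The paper's text does not name the assembly, the annotation release or the strand setting of the counting. The counts of overlapping and antisense genes are therefore uncertain, as are those of near-identical copies.

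The 22 rRNA genes were left out, as the paper's methods describe, together with genes without a count in any sample, and 4404 genes were used. Counts on all genes summed to between 3462645 and 8544687 per sample. A level of 3 counts, taken as the smallest that a sample can show, corresponds to between 1.70 and 13.4 normalized counts, depending on the sample. The highest of these levels are those of the stationary-phase cultures. Such levels cover counting error only, since the reads carry no molecular identifiers.

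Differential expression was tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM normalization) in R 4.3.3, once with 5 phases as groups, LTSP being 144 h and 192 h together, and once with 6 time points as groups. Genes were called at a Benjamini-Hochberg *q* value of at most 0.05 and an absolute log2 fold change of at least 1. Standard errors were derived from the log2 fold change and the F statistic. Normalized counts are counts divided by size factors from DESeq2 1.42.0. The PCA used rlog values from DESeq2, centred and scaled. Groups of PC scores were compared with two-sided exact permutation tests, and the spread of replicates with a one-sided exact permutation test over 15 arrangements of the time points. Both tools were tested on simulated counts drawn from the mean shares, dispersions and library sizes of the real samples, in which 200 of 4404 genes, all with a mean of at least 50 counts, were changed by 2 or 3 on the log2 scale. All 200 were recovered in each of the 5 fits run, with 1 to 3 false calls. Smaller changes and genes with fewer counts were not simulated. Apart from the changed genes, all simulated samples had the same mean profile, and each gene had the same dispersion in all of them. The wider spread of LTSP, the *ssrA* share of stationary phase and broad differences between phases were therefore absent. The number of false calls does not cover them.

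Genes named in the text are those that the paper names from its RNA data and, for each comparison, the 3 genes with the largest log2 fold change in each direction among those past the thresholds, with a mean of at least 50 normalized counts and with no overlap between the groups' cultures. This rule, the main tests and the alternatives not marked as added were fixed in advance. *ssrA*, *rnpB*, *ffs*, *ssrS*, *hdeB*, *gadB*, *hcaR*, *mglA*, *tynA*, *yhdV* and *yegR* fall outside the rule and were named after values had been seen, as were *fecA* and *fecB*.

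Alternatives covered the normalization (DESeq2 size factors, counts divided by the library total), the test (DESeq2 Wald test, with and without shrunken fold changes, and tests against a fold change of 2), a filter on low counts, rRNA and tRNA genes, a stricter *q* value of 0.01, the samples in the fit, the definition of LTSP, the transformation and genes of the PCA, the pseudocount and each culture left out in turn. A fold change threshold of 2 on the log2 scale for the time-point comparisons and a fit without *ssrA* were added after the data had been seen. Each count of DE genes was compared with other splits of the same samples, and gene lists with 10000 random lists matched on mean count. The paper's viable counts and competition experiments were not analysed here. Its confidence ellipses were not redrawn, since the text does not give their computation in full. Gene names were matched to the RefSeq table of assembly ASM584v2, which was used for older symbols and neighbours only.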

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

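The tests of explanations for the *paa* and *ssrA* patterns were chosen only after the results had been seen, and the counts of other splits were planned in advance.

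In the 6 LTSP cultures, 88 measures (normalized counts of named genes and 4 measures of the libraries) were searched for a culture far from the other 5, by Dixon's ratio of a gap to the whole range at its 95% critical value. About 4.4 would stand apart by chance, and 15 did, 11 of them in replicate a at 144 h, 2 in replicate b at 192 h and 2 in replicate c at 192 h. Since genes of 1 operon move together, the 15 are not independent. In replicate a at 144 h, the normalized counts were 1621 for *paaA*, 362 for *paaB*, 744 for *paaC*, 403 for *paaD*, 901 for *paaE*, 431 for *paaF*, 297 for *paaG* and 278 for *paaI*. The same culture stood apart with 20501 for *prpB*, 10772 for *prpD* and 217 for *valU*. In replicate b at 192 h, *tnaA* was at 25411 and *tdcE* at 157. In replicate c at 192 h, *tomB* was at 474 and *recN* at 433. No explanation was tested for *prpB*, *prpD*, *valU*, *tnaA*, *tdcE*, *tomB* and *recN*.

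For the *paa* genes, library size was tested first. The level of *paaA* in the outlying culture was 101 times the median of the other 5 LTSP cultures, while its size factor was 1.21 times theirs. RNA from late-log cells, the earlier phase with the highest level of *paaA*, was tested next. The late-log mean of *paaA* was 191 normalized counts, below the 1621 of the culture, so that no mixture with such cells reaches it. Reads from a paralog of a single gene were tested last. All 14 *paa* genes examined were highest in this culture among the 6. None of the 3 explanations accounts for the level of *paaA*. A genetic change that spread in this culture was not tested. The design gives no condition that sets the culture apart, so no biological explanation was tested.

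Some Table 1 genes differed between the 2 LTSP time points that Table 1 treats as 1 group. The log2 fold change of 144 h against 192 h, tested with edgeR, was 1.88 for *prpE*, 1.11 for *cspB*, 1.02 for *mltD* and 1.64 for *valU*. For *prpE* and *valU*, replicate a at 144 h was the highest of the 6 cultures. *cspB* was higher in each of the 3 cultures at 144 h than in each at 192 h, and both time points lay above all earlier ones.

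Outside Table S1, 63 genes were called between 144 h and 192 h, which the paper does not discuss. Of the 4 splits of the 6 cultures into 3 and 3 that place one culture of each letter in each group, the real one included, 1 gave as many genes as the real split, namely itself. With so few splits, this count cannot tell the time points apart from an arbitrary grouping. Of all 10 splits, 2 gave as many. The other was the split of replicates a and b at 144 h and replicate b at 192 h against the rest, which gave 118 genes where the time points gave 76. It differs from the 4 in placing both b cultures in one group. With 10 splits no share under 0.1 is possible, so this bears on the number of genes and not on the calls of single genes. *pyrB* and *carA* were called in each of the 6 fits that left out one LTSP culture. Those fits kept the earlier cultures, whose replicates varied less. With only the 6 LTSP cultures in the fit, no gene was called, *pyrB* and *carA* included, and the smallest *q* value was 0.0857 (edgeR's quasi-likelihood test).

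In stationary phase, *ssrA* took 63.6% of the counts outside rRNA genes, a level the paper does not report. Uneven removal of rRNA was weighed through stationary-phase replicate c, which had the lowest rRNA share of the phase, 0.119%, and 61.5% *ssrA*, while death-phase replicate a had 2.23% rRNA and 25.0% *ssrA*. As the share of *ssrA* is also taken outside rRNA genes, removal of rRNA does not account for it. A loss of messenger RNA that leaves stable RNAs was weighed through *rnpB*, *ffs* and *ssrS*. Against the counts of all other genes but *ssrA*, these 3 were 2.28 times as high at 24 h as at the other time points, and *ssrA* 12.1 times. This ratio rests mainly on *rnpB*. The level of *ssrA* cannot be told apart from such a loss, which would have to spare *ssrA* more than *rnpB*. No biological explanation was put forward.

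Within LTSP, *gadE* of the acid fitness island differed 102-fold between the highest and the lowest culture, and the paper does not discuss it. The tests of this pattern are given among the other observations.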

How the results depend on the processing

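The cause was not tested for any of the changes below unless a value is given for it. The alternatives were set before the data were examined, except for those marked as added.

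Counts of genes. The DESeq2 test against a fold change of 2 gave 944 genes against log phase (399 higher in LTSP), 524 against late-log phase (284 higher, 240 lower), 512 against stationary phase (244 higher, 268 lower), 288 against death phase (64 higher, 224 lower), 6 between 144 h and 192 h, 956 between log phase and 144 h, and in all 4 comparisons 2 higher and 0 lower, with 1 gene lower at an unadjusted p under 0.05. The glmTreat test of edgeR against the same fold change gave 552 higher than log phase, 672 against late-log phase (396 higher, 276 lower), 714 against stationary phase (413 higher, 301 lower), 380 against death phase (107 higher, 273 lower), 6 between 144 h and 192 h, and 10 higher and 1 lower in all 4. With only the compared groups in the fit, 0 genes were called between 144 h and 192 h (714 at an unadjusted p under 0.05) and 7 were lower in all 4. With a *q* value of at most 0.01, 44 genes were called between 144 h and 192 h. With the DESeq2 Wald test, 7 were lower in all 4. With LTSP as 144 h only, 61 genes were higher and 13 lower in all 4, and 367 genes lay above and 253 below all other cultures. With LTSP as 192 h only, 207 were higher than in death phase and 21 higher in all 4.

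Alternatives added after seeing the data changed the counts of time points. With a log2 fold change of at least 2, 18 genes were called between 144 h and 192 h and 597 between log phase and 144 h. With the DESeq2 Wald test at that threshold, these were 17 and 596, and with shrunken fold changes 14 and 562.

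With each culture left out in turn, the count between 144 h and 192 h ranged from 29 to 148, and the count of genes lower in all 4 comparisons from 3 to 8. The other counts of genes stayed within 1.5 times their value in these fits, for example from 1575 to 1632 against log phase. Among the single genes, the log2 fold change of *paaG* between 144 h and 192 h, 3.52 with all cultures, ranged from -0.20 to 4.07. It reversed without replicate a at 144 h, the culture whose *paaG* level was 297 against 5.52 to 10.3 in the other 5 LTSP cultures.

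Axes. The share of PC1 was 31.5% with vst values and with log2 normalized counts, 46.0% unscaled, 32.6% with filtered genes and 54.9% with the 500 most variable genes. Unscaled, PC2 took 18.6%, PC3 17.5% and the first 3 axes 82.1%. With the 500 most variable genes these were 16.8%, 14.7% and 86.3%, and with filtered genes the first 3 axes took 74.6%. Without each replicate letter in turn, PC1 took 32.4% to 32.8%, PC2 22.4% to 25.2%, PC3 18.1% to 19.9%, and the first 3 axes 74.9% to 75.7%. The separation of LTSP from death phase on PC2 was 15.9% of the range with vst values, 16.1% with log2 counts and 2.73% unscaled, none of them past the exact test. With the 500 most variable genes, PC2 followed PC3 of all genes (absolute Pearson r 0.94) and PC3 followed PC2 (0.95), so the value of -56.7% on PC2 is no reversal along one axis, and the values of the 500 genes on PC2 and PC3 below are of exchanged axes. Between log and late-log phase, the separation on PC1 was 45.8% unscaled and 44.5% with the 500 genes, that on PC2 was 8.30% with vst values, 8.51% with log2 counts, 41.5% unscaled, 9.30% with filtered genes and 76.2% with the 500 genes, and that on PC3 was 86.2% unscaled and 2.80% with the 500 genes. Between log and death phase, the PC3 difference was 3.16% with vst values, 3.82% with log2 counts, -10.3% unscaled and -6.18% with the 500 genes. The PC1 separation of LTSP from stationary phase was 2.12% with filtered genes and no longer passed the exact test. Without each letter in turn, it ranged from -0.44% to 8.90%, and the PC3 separation of the same phases from -17.8% to -6.67%. The PC2 separation of log and late-log phase ranged from 3.75% to 8.71%, and that of LTSP and death phase from 13.9% to 30.5%.

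The *csp* values. With counts divided by the library total, the LTSP mean of *cspE* against stationary phase reversed from -1.06 to 0.44 on the log2 scale and that of *cspH* from -1.31 to 0.20. That total includes the 63.6% of counts taken by *ssrA* in stationary phase, which lowers all genes other than *ssrA* there by much the same factor, so the reversals say nothing about these genes in particular.

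Over the 14 alternatives other than leaving out cultures, the count against log phase was between 1141 and 1641 in the 13 that stayed within 1.5 times. The spread ratio of LTSP replicates was between 3.77 and 5.86 with the other values and gene sets of the PCA and without each letter, and 6.12 with thinned libraries, and the count of *csp* genes called in all 4 comparisons between 2 and 4. Among 5069 values for single genes under an alternative, 374 changed, 336 of them no longer past the threshold, 27 newly past it, 8 by more than the replicate SD, and 3 in direction, which are the reversals of *paaG*, *cspE* and *cspH* above. In stationary phase, the depth limits results for genes near or under a mean of 10.6 normalized counts, such as *ynfN*. The letters of the replicates do not pair the samples. The correlation of deviations was 7.57e-05 for the same letter and 0.00102 for other letters, and with the replicate block in the fit, 68 genes were called between 144 h and 192 h. Length-normalized values of *cspF* and *cspG* were not run, because the annotation release of the counts is not known.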

Differences from the paper's values

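Between 144 h and 192 h, 76 genes were called here, against the paper's 13. None of the alternatives set before the data were examined closed the gap: the counts were 76 with DESeq2 size factors, 77 with the DESeq2 Wald test, 75 with shrunken fold changes, 77 with filtered genes, 68 with the replicate block, 76 with rRNA genes kept, 73 without tRNA genes, 44 at a *q* value of at most 0.01, 6 with either test against a fold change of 2, 0 with only the compared groups in the fit (714 genes at an unadjusted p under 0.05) and 29 to 148 with one culture left out. An absolute log2 fold change of at least 2, a threshold chosen after seeing the values, gave 18 genes with edgeR, 17 with the DESeq2 Wald test and 14 with DESeq2 shrunken fold changes. All 13 genes of Table S1 were among the 76. Each of the 13 has an absolute log2 fold change of at least 2 as printed in Table S1. The paper's 13 and the 76 here may therefore be counts at unlike thresholds.

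Between log phase and 144 h, 1641 genes were called here, against the paper's 567. None of the alternatives set before the data were examined closed the gap, the lowest being 956 with the DESeq2 test against a fold change of 2, 1172 with edgeR's glmTreat, and 1582 at a *q* value of at most 0.01. The others lay between 1604 and 1646. A log2 fold change of at least 2, chosen after seeing the values, gave 597 genes with edgeR, 596 with the DESeq2 Wald test and 562 with DESeq2 shrunken fold changes. The 567 may likewise be a count at that threshold, which the paper does not state.

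The paper states that, except against late-log phase, more genes were lower than higher in LTSP. Here 835 genes were higher and 766 lower than in log phase, and 732 higher and 597 lower than in stationary phase. Against log phase, more genes were lower with DESeq2 size factors (756 higher, 824 lower), the DESeq2 Wald test (749, 818), shrunken fold changes (737, 813), the DESeq2 test against a fold change of 2 (399, 545), glmTreat (552, 589), only the compared groups in the fit (734, 830) and, chosen after seeing the values, with *ssrA* left out (774, 813). Against stationary phase, more genes were lower with DESeq2 size factors (623 higher, 705 lower), the DESeq2 Wald test (625, 716), shrunken fold changes (617, 707) and the DESeq2 test against a fold change of 2 (244, 268). In each of these comparisons, the remaining alternatives set before the data were examined, leaving out each culture included, gave more genes higher.

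Table 1 lists *ymgF*, *caiB* and *pfo* as lower in LTSP than in every other phase, and they were not called here. The DESeq2 Wald test called all 38 genes of Table 1. *ymgF* was also called with shrunken fold changes, with LTSP as 192 h only, and without late-log replicate c or 144 h replicate c. *caiB* was also called with DESeq2 size factors, with shrunken fold changes, with only the compared groups in the fit, with LTSP as 144 h only, and without stationary-phase replicate c, 192 h replicate a or 192 h replicate c. *pfo* was also called with DESeq2 size factors, with only the compared groups in the fit, with LTSP as 144 h only, and without 192 h replicate a or c. *hcaR*, *mglA*, *tynA* and *yhdV* were called higher and *yegR* lower here, and Table 1 does not list them. *mglA* and *yegR* were also called with the DESeq2 Wald test.

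The paper places several phases at similar positions on an axis. Here the groups did not overlap for LTSP and death phase on PC1 (15.7% of the range) and PC2 (21.1%), for LTSP and stationary phase on PC1 (4.18%) and PC3 (-12.8%), and on PC2 for log and late-log phase (7.11%), log and death phase (-5.08%) and late-log and death phase (-12.2%). The difference of LTSP and death phase on PC2 did not pass the exact test with vst values (15.9%), log2 counts (16.1%) or unscaled values (2.73%), nor that of LTSP and stationary phase on PC1 with filtered genes (2.12%).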

Other observations

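The tests of the balance of higher and lower genes, of the acid fitness island in the spread of replicates, of library size and the RpoS regulon for that island, and of the Fur regulon were chosen only after the result, or values that enter it, had been seen.

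The balance of higher and lower genes changed with the normalization. With *ssrA* left out and TMM normalization, 48.8% of the DE genes against log phase were higher in LTSP, against 52.2% with *ssrA* kept, which suggests that part of the difference between TMM and DESeq2 size factors lies in *ssrA*. Against stationary phase, genes higher in LTSP were still the larger group without *ssrA*, at 51.9%.

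The wider spread of LTSP replicates was tested against depth and against the acid fitness island. With every library thinned to 1176253 counts outside *ssrA*, the ratio of LTSP to earlier distances was 6.12, against 5.79 without thinning, and without the 15 genes of the island it was 5.78. Leaving out 15 of 4404 scaled genes can hardly move the ratio, so the SD between replicates was also taken over genes outside the island. Its median was 0.22 at 192 h, 1.59 times the highest median of an earlier time point, that of stationary phase, and 0.15 at 144 h, 1.10 times. The wider spread at 192 h was therefore not confined to the island. How much the island adds to the spread cannot be read from a median over 3279 genes, which 15 genes can hardly move. Median totals were 7523918 at 144 h and 7555505 at 192 h, against 7281083 in log phase and 3476386 in stationary phase. Replicate b at 144 h, with 6624946 counts, was smaller than every log-phase library. Since the ratio did not fall with all libraries thinned to the same counts, depth does not account for the wider spread. The exact test reached only the smallest p of its 15 arrangements, 0.0667, so the wider spread is a description of these cultures.

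The acid fitness island differed between LTSP cultures. *gadE* had 3291, 8679 and 13469 normalized counts in replicates a, b and c at 144 h and 597, 131 and 12801 at 192 h, and *hdeB* differed 142-fold between the highest and lowest culture. *gadA* and *gadB* are near-identical and their reads could be shared. Over the 6 cultures, the mean of the island had a Pearson r of -0.28 with the library total (exact permutation p = 0.567, Spearman rho -0.37, p = 0.497) and of 0.69 with the mean of 20 RpoS-dependent genes (exact permutation p = 0.131, Spearman rho 0.83, p = 0.0583). Adjusted for the 2 relations, the p values of r were 0.567 and 0.261 (exact permutation). Without the 2 cultures farthest from the median, r was -0.75 and 0.25. The totals of the 6 libraries differed 1.29-fold at most, while *gadE* differed 102-fold, so library size does not account for the differences. With 6 cultures, the pattern cannot be told apart from a relation to the level of the RpoS regulon, and no biological explanation is put forward.

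Gene lists were compared by the smallest log2 fold change of each gene over the 4 phases, as the percentile of the list's median among 10000 random lists matched on mean count. Genes of Table 1 were left out. For 25 Fur-repressed iron uptake genes the percentile was 98.7, but the values of *ybdZ*, *fecA* and *fecB* had been seen when the list was used. A list without these 3 genes, made after that result, gave 99.8. The median smallest change of the 25 genes was -0.20. Their median change was -0.13 against death phase, where 5 were called lower, and 22 were called higher than in log phase. The list thus stands above random lists and may share a regulator with the *efe* and *ent* genes of Table 1, but it did not rise against all 4 phases. For 21 of 22 RcsB-activated genes the percentile was 94.7, just under the limit of 95 set beforehand. Matching an older symbol for the remaining gene, after that result was known, gave 96.3. The outcome turns on 1 gene and settles nothing. For the Qin prophage, in which *cspB*, *cspF* and *cspI* lie, the percentile was 36.5, inside the random lists, but only 26 of the 33 listed genes were found in the files, under the 80% needed, so that check is void. This limit was applied after the percentile was known. With older symbols matched, also after that result, 27 of the 33 genes were found, which meets the limit, and the percentile was 32.7. In that version the other genes of the prophage did not rise above the random lists. The percentiles of the 3 lists were not adjusted for their number.

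The counts of DE genes were compared with other splits of the same cultures. In each LTSP comparison, 1 of the 27 splits that put one culture of each letter in the smaller group, the real one, gave as many genes, and the largest other count among them was 287 against log phase, 167 against late-log phase, 171 against stationary phase and 304 against death phase. Over all 84 splits, which also mix letters, the largest other counts were 375, 390, 446 and 312. For log phase against 144 h, 1 of 4 such splits gave as many genes, and 1 of all 10, the real one. The other splits gave 0 genes, but a share under 0.1 is not possible with 10. For the genes called in all 4 comparisons, 1 of 100 regroupings within letters, the real one included, gave 40 genes or more, and the other 99 gave 0. For the genes DE in 1 or 2 comparisons, 1 of 100 gave 2377 or more, the largest other count being 1096. All these other groupings mix cultures of different time points, which widens the spread within groups. Their low counts therefore follow from the differences between phases as wholes and do not test the calls of single genes.

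On PC4, which carried 11.1% of the variance, the cultures at 144 h and 192 h did not overlap, a separation that the first 3 axes do not show. The value of p was 0.1 in the two-sided exact permutation test, the smallest that 3 cultures against 3 allow.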
